A study of Mus musculus with 61 samples. Its data were reported in "SALL1 enforces microglia-specific DNA binding and function of SMADs to establish microglia identity" (2023).

How the data were processed

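The series holds 61 samples of mouse brain cells, of which 30 are input controls and were not used here. ChIP-seq libraries cover acetylated lysine 27 of histone H3 (H3K27ac), a mark of active promoters and enhancers, the transcription factors SALL1 and SMAD4, and the co-activator p300. WT mice and mice with a homozygous deletion of the microglial Sall1 enhancer (EKO) were compared. H3K27ac was measured in sorted microglia (2 WT and 2 EKO libraries) and in NeuN (neuronal), Olig2 (oligodendrocyte lineage) and PU1 (microglial) nuclei, again with 2 libraries per genotype. SALL1 was measured in WT, EKO, PWK and SPRET microglia, where PWK and SPRET are wild-derived strains. SMAD4 was measured in WT and mutant microglia, with 2 libraries per group, and p300 in 3 WT libraries. Groups were taken from the submitters' labels. The microglia were sorted as CD11b positive, CX3CR1 positive and low in CD45, a gate that leaves out macrophages with high CD45.

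Several labels were in conflict. The titles of the mutant SMAD4 libraries name a conditional SMAD4 deletion, while their description, their inputs and the study's text name the Sall1 EKO, so these are called the libraries labelled mutant. The study's text places SALL1 in nuclei sorted for SALL1 and PU.1, while the labels of the SALL1 libraries say microglia. Library 1 of the p300 group is labelled as microglia and the other p300 libraries as PU1 nuclei. For H3K27ac the study's text names sorted PU.1 nuclei in one place and sorted fixed cells in another. The H3K27ac libraries of the table are labelled as microglia. Nothing in the labels says that libraries of one group came from separate animals. The p-values of single regions below therefore measure only the spread between these libraries. Fisher exact tests count regions or peaks and hold no spread between libraries. Those of camera set regions against other regions.

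The authors mapped the reads to mm10 with Bowtie2 and made HOMER tag directories, and the submitters' processing notes give no tool versions. The deposited microglia H3K27ac table gives a signal, tags scaled to a depth of 10000000 per library, in 133129 windows of 1000 bp on merged open-chromatin regions, with the nearest TSS and gene as the authors annotated them. Origin names in the table (92483 regions from both lists, 28994 from the WT and 11652 from the EKO list) were read as the open-chromatin lists of the genotypes, which is an inference. Of all regions, 176 had no TSS distance. Per the file headers, the nuclei lists give for each called region a normalized tag signal and a fold ratio over input, with a lowest listed fold of 4. The deposited SALL1, SMAD4 and p300 lists hold 1 set of reproducible peaks per group with an IDR score and an enrichment score per peak. These scores are the authors' and were used only to rank peaks within a list. The authors called peaks per library with HOMER at relaxed settings and kept those reproducible between libraries by IDR.

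Because the unit is a fixed number of tags per depth, every value of a library is a whole multiple of what 1 tag is worth, 0.411 and 0.995 in WT libraries 1 and 2 and 1.00 and 0.747 in EKO libraries 1 and 2. All 100% of values came out whole within a tolerance of 0.05 tags, which recovered depths of 24357804, 10047694, 9963453 and 13392883 tags. The depth of the nuclei libraries is unknown. Replicates of the table differed by more than sampling noise, with a chi-square per degree of freedom of 3.00 in WT and 2.86 in EKO, so each library counted as 1 replicate.

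Regions with a mean above 16 normalized tags over the 4 libraries (55285, of which 30698 lay over 3000 bp from a TSS and are called distal) were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(tags + 1). A pseudocount of 1 understates changes of low regions. Log2 changes are EKO minus WT. Regions were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold above 2, the thresholds of the study, which used DESeq2. limma was chosen because the table was found to hold normalized tags, and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered tags as alternatives. The fit had 2 residual degrees of freedom and an infinite prior, so all regions of one level shared 1 estimate of the spread. Of the 4 libraries, EKO library 1 had a higher level throughout (below), so each direction is also given after quantile normalization. The median log2 change over all tested regions was 0.28 as deposited and −0.03 after quantile normalization, and sets of regions are described relative to these medians.

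The fit was tested on simulated data with 200 changed regions among 55285. With the measured library levels, limma on the values as deposited recovered 0% of regions changed 2-fold, 4-fold or 8-fold. After quantile normalization it recovered 30.9%, 95.7% and 100%, edgeR recovered 36.8%, 97.1% and 100%, and DESeq2 recovered 16.2%, 85.5% and 98.4%. With equal library levels, limma recovered 40.8%, 98.4% and 100% as deposited. All 8 planted overlaps and motif matches were recovered.

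Fixed before the data were examined were the design of each test, the rule for named genes, 20 lists of 428 genes and the motif strings. The lists cover microglia identity, disease-associated microglia, cytokines and innate activation, interferon response, antigen presentation, lysosome, lipids and apolipoproteins, border-associated macrophages, the TGF-beta pathway, adhesion, macrophage transcription factors, cell cycle and housekeeping genes, and markers of neurons, the oligodendrocyte lineage, astrocytes, endothelial and mural cells, monocytes, neutrophils and lymphocytes. A region belonged to the gene the table names as nearest. Lists and sets of regions were tested with camera at a preset correlation of 0.01, which compares a set with all other regions, and also with an estimated correlation and with fry, which does not compare a set with other regions. Adjusted p-values of lists were taken over the 20 lists. Named were 11 genes chosen for the study's question, the 8 distal regions with the largest loss and the 8 with the largest gain whose WT and EKO values lay apart, the 5 genes with the most losing and the 5 with the most gaining distal regions, up to 3 called members per list, and the 5 peaks of highest score in each list that another list lacked. For each gene the tested region with the smallest p is given. Predicted genes and gene models without a symbol were skipped, 2 among the largest gains, 2 among genes with the most losses and 3 among those with the most gains. Some genes that these rules name are not reported here.

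Overlaps needed 1 bp and were counted with bedtools 2.31.1. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only, and regions and peaks are not independent replicates. Shares were compared with two-sided Fisher exact tests in scipy 1.17.1 under Python 3.11.15, and the overlap of SMAD4 with SALL1 was set against 1000 draws of as many open regions. Peaks were annotated to protein-coding genes of gencode on GRCm38, the same assembly as mm10, and 0 listed ends lay past a chromosome end over 21 chromosomes. A peak within 3000 bp of a TSS is called promoter-side. The strain lists were read in the coordinates as listed. The 6 lists other than the SALL1 list of EKO microglia had 86.4% to 99.6% of their peaks on regions of the table and 20.8% to 25.4% after a shift of 10000 bp. A nuclei peak was reproducible when a peak of the other library of its group overlapped it.

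Consensus strings of 10 motifs were scanned on both strands in 200 bp round each centre in 7 classes (70 tests with Benjamini-Hochberg adjustment), against up to 5 unchanged distal regions per region of the same GC content in bins of 2.5%. Where a bin held too few unchanged regions, only as many regions of the class were kept, 11450 of 15396 SALL1 peaks, 3702 of 4024 WT and 2113 of 2333 mutant SMAD4 peaks. That rule was set after first values had been seen. The guide sequences stated by the study were matched to the genome, and the interval between their outermost cleavage positions was taken as the deleted interval.

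Alternatives fixed in advance were pseudocounts of 0.5 and 5, other filters, TMM, quantile and median scaling, no trend, edgeR, DESeq2, a replicate block, leaving out each library, a minimum fold in the test, other overlap rules, higher-scoring peaks and other windows. Added after seeing the data were quantile normalization with the block, edgeR and DESeq2 with no filter, the SALL1 shares with other calls and matched backgrounds, the set and list tests after rescaling, PU1 peaks at quantile calls and with WT library 2 alone, motif classes from quantile calls and draws from active regions. Whether replicate numbers pair libraries is treated in the closing section. Other tools were numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.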

Results

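ChIP-seq libraries for H3K27ac, SALL1, SMAD4 and p300 were collected to ask how the chromatin of microglia, the resident macrophages of the brain, changes when a distant enhancer of the transcription factor gene Sall1 is deleted. In sorted microglia, H3K27ac was quantified at 133129 open regions in 2 WT libraries (24357804 and 10047694 tags) and 2 EKO libraries (9963453 and 13392883 tags). EKO library 1 stood apart from the other 3, with a median log2 level of 6.41 over the tested regions against 5.57 and 5.20 in WT and 4.95 in EKO library 2. The windows held 97.2% of its depth, windows that overlap counted more than once, against 54.9% and 39.4% in WT and 33.2% in EKO library 2. Across regions, which are not independent, log2 levels correlated at 0.942 between the WT libraries, 0.932 between the EKO libraries and 0.736 to 0.754 between genotypes. H3K27ac lists of sorted nuclei held 64901 to 74196 called regions per library in NeuN nuclei and 35802 to 44206 in Olig2 nuclei. In PU1 nuclei they held 25990 and 26029 in EKO and 36057 in WT library 2. PU1 WT library 1 had only 11149, which held 8.04% of its tags against 37.8% to 53.5% in the other 3 PU1 libraries. The reproducible peak lists held 15410 SALL1 peaks in WT, 7 in EKO, 3627 in PWK and 2245 in SPRET microglia, 4024 and 2333 SMAD4 peaks in WT and in the libraries labelled mutant, and 9177 p300 peaks.

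Acetylation was lost from the Sall1 locus of EKO microglia, which checked the genotype of the 4 microglia H3K27ac libraries. The 4 guide RNAs of the deletion matched mm10 on chromosome 8 and bounded an interval of 13239 bp from 89396648 to 89409887, in the intergenic stretch between Sall1 and Tox3. Guides GAATGACCCTGGCAATCATG and TCCATAAGATAGCTTAGGGA lay at its Sall1 end, with cleavage positions 89396722 and 89396648, and CTTGACAGACATTACACAGG and CTAGAATCGGCTTTGGTGCT at its far end, at 89409887 and 89409629. The interval held 0 protein-coding genes and lay 352486 bp upstream of the Sall1 TSS. Its 3 regions summed to 532 ± 187 normalized tags in WT (SD, n = 2) and to 1 and 0 tags in the EKO libraries, as follows from the missing DNA. The loss reached intact sequence as well. In the 20 kb on either side, 7 regions summed to 607 ± 250.2 tags in WT and 34.3 ± 25.3 in EKO (n = 2 each), and over the Sall1 gene with 5 kb on each side 18 regions summed to 1395 ± 528 and 57.7 ± 32.0 tags. The region on the Sall1 TSS (89043724 to 89044724) changed by a log2 fold of −6.50 (limma, adjusted p = 7.47e-07), and 16 of 29 tested regions nearest to Sall1 were called losing, or all 29 after quantile normalization.

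**Figure D1:**
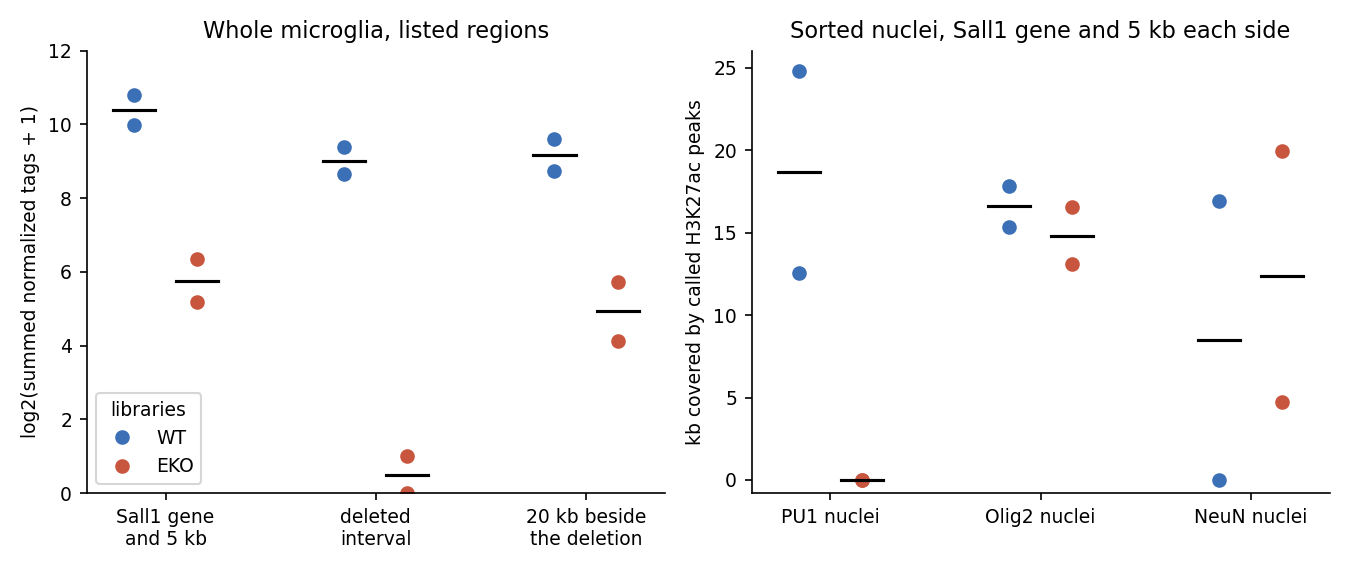
Left, log2(summed normalized H3K27ac tags + 1) per microglia library over the Sall1 gene with 5 kb flanks, the deleted interval and the 20 kb beside it; right, kb covered by called H3K27ac peaks over the Sall1 gene with 5 kb flanks in PU1, Olig2 and NeuN nuclei, with points for libraries and black lines for means of 2. Both EKO microglia libraries (80.3 and 35.1 tags over the gene) lie below both WT libraries (1769 and 1022), and both EKO PU1 libraries lie at 0.

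The nuclei libraries asked whether this loss was limited to microglia. In PU1 nuclei, called H3K27ac peaks covered 18669 ± 8673 bp of the Sall1 gene window in WT (SD, n = 2) and 0 bp in both EKO libraries, and covered 12983 ± 362 bp of the deleted interval in WT. In Olig2 nuclei, from cells of the oligodendrocyte lineage, they covered 16615 ± 1755 bp of the gene window in WT and 14828 ± 2449 bp in EKO, a difference below the SD of the EKO libraries. NeuN nuclei of neurons had 8478 ± 11990 bp in WT, where library 2 was listed at 0, and 12358 ± 10752 bp in EKO. From 250 to 350 kb upstream of the TSS, which ends just short of the deletion, coverage was 22825 ± 16056 bp in WT and 0 bp in EKO PU1 nuclei, and 4064 ± 919 bp in WT and 5028.5 ± 616 bp in EKO Olig2 nuclei. Peaks covered 0 bp of the deleted interval in every Olig2 and NeuN library of either genotype. With 2 libraries against 2 an exact permutation test cannot go below 0.33, no other test was run on these values, and the difference between cell types was not tested.

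Outside the Sall1 locus, 5 of the 7 other largest distal losses of H3K27ac in EKO microglia lay in introns. An intronic region nearest to Khdrbs3, which encodes an RNA-binding protein, fell from 197 ± 65.9 normalized tags in WT to 3.74 ± 5.28 in EKO (SD, n = 2 each). It lay on chromosome 15 from 69078372 to 69079372 and had a log2 change of −6.05 (SE 0.945, limma, adjusted p = 7.47e-07). An intronic region nearest to Prkca, which encodes protein kinase C alpha, fell from 354 ± 124 to 13.3 ± 12.4 tags. This region lay on chromosome 11 from 108247760 to 108248760 and changed by −4.93 (SE 1.04, limma, adjusted p = 0.00104). The other largest distal losses lay near Mlph (melanophilin; −5.64), Cdk5rap3 (−5.17), AY512915 (−4.87), Arhgef10l (−4.84) and Fbln1, which encodes the matrix protein fibulin-1 (−4.83). Sall1 had 11 losing regions among 22 tested distal ones, the microRNA gene Mir152 4 of 7 (−4.12 at its strongest), Plcg1, which encodes phospholipase C gamma 1, 3 of 7 (−4.36), Cdk5rap3 2 of 4, and the chondroitin synthase gene Chsy1 2 of 26 (−4.29). Chsy1 and Cdk5rap3 were taken from 10 genes tied at 2. In total limma called 58 distal and 13 promoter-side regions losing at the values as deposited. DESeq2 did not call the regions of Khdrbs3 (adjusted p = 0.136), Arhgef10l (0.0733) and Fbln1 (0.125).

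Gains were larger in number than losses. An intergenic region upstream of Cyr61, which encodes a matricellular protein, rose from 4.75 ± 0.325 to 633 ± 537 tags (SD, n = 2 each; chromosome 3, 145691703 to 145692703; log2 change 6.46, SE 1.01, adjusted p = 7.47e-07). An intronic region nearest to Tex10 rose from 13.1 ± 8.72 to 1054 ± 873 tags (6.07, adjusted p = 1.12e-04). EKO lay above WT in both libraries of every region named here. The other largest distal gains were near the transcription factor genes Runx3 (6.08) and Trps1 (5.80), near Sorbs3, which encodes the adaptor protein vinexin (5.86), Gpr31b (5.81), the tRNA methyltransferase gene Trmt5 (5.74) and Dppa3, a gene of early embryos and germ cells (5.72). Trps1 had 7 gaining regions among 26 tested distal ones, Dppa3 6 of 12, Dreh 5 of 8, Mnat1 5 of 5 and Runx3 5 of 10, the last 3 taken from 5 genes tied at 5. Trmt5 and Mnat1 regions lay within the same stretch of chromosome 12. limma called 353 distal and 97 promoter-side regions gaining.

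These counts rested on the level of EKO library 1. Gaining regions made up 85.9% of distal calls as deposited and 51.4% after quantile normalization, which gave 3363 losing and 3552 gaining distal regions. All 58 losing and 353 gaining regions were also called after quantile normalization. Without EKO library 1 limma called 2424 losing and 925 gaining distal regions, and without EKO library 2 it called 564 and 8839. Without WT library 1 or WT library 2 the spread came from the EKO libraries alone, whose median log2 gap was 1.53 as deposited. Calls from those fits therefore cannot show whether a change rests on one WT library. The log2 changes remained, at −5.70 and −6.39 for Khdrbs3, −4.57 and −5.30 for Prkca and 6.41 and 6.52 for Cyr61. On all 4 libraries edgeR called 3231 losing and 4257 gaining and DESeq2 2258 and 3207. Without EKO library 1 the regions of Trps1 (log2 change 4.99, adjusted p = 0.105), Trmt5 (4.76, adjusted p = 0.130) and Gpr31b (4.68, adjusted p = 0.154) were not called.

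**Figure D2:**
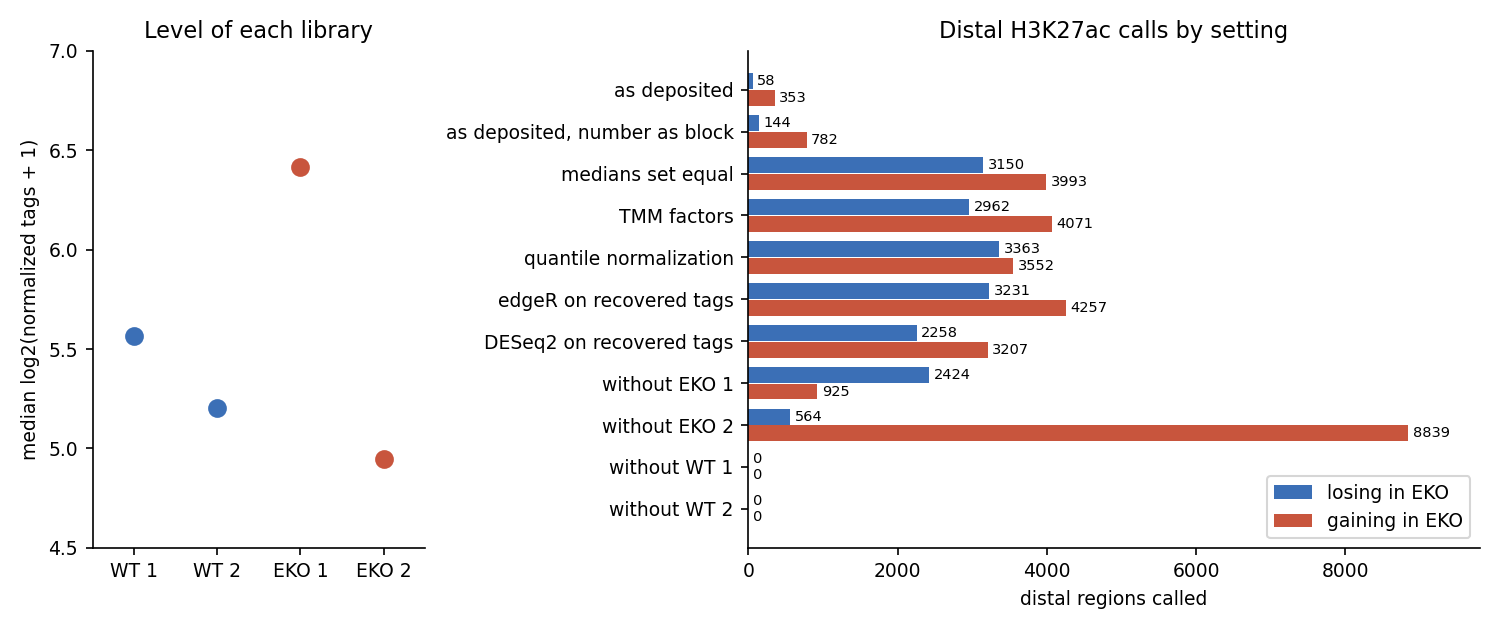
Left, median log2 level of each microglia H3K27ac library over the tested regions; right, number of distal regions called losing or gaining H3K27ac under 11 settings of the test. EKO library 1 lies highest at 6.41, and 58 losing and 353 gaining regions were called as deposited and 3363 and 3552 after quantile normalization.

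Among genes chosen for the study's question, Apoe, Apoc1 and Axl gained H3K27ac while most homeostatic microglia genes did not pass the test at the values as deposited. At the Apoe TSS, H3K27ac rose from 3.63 ± 0.495 to 100.1 ± 81.3 tags (SD, n = 2 each; log2 change 4.17, SE 0.979, adjusted p = 0.00554), and 3 of its 8 tested regions gained. Axl, which encodes a receptor that takes part in clearing dying cells, rose at its TSS from 2.76 ± 2.49 to 83.6 ± 50.7 tags (4.53, adjusted p = 0.00398), with 2 of 5 regions gaining. Apoc1 had 2 of 7 regions gaining (4.38, adjusted p = 0.0256), a call that was lost without EKO library 1 (3.43). Without WT library 1 and WT library 2 in turn, the log2 changes were 4.17 and 4.60 for Apoc1, 4.06 and 4.28 for Apoe and 5.26 and 3.796 for Axl. For Tmem119, a microglia surface marker, the region with the smallest p held 35.7 ± 6.92 tags in WT and 21.9 ± 8.78 in EKO (−0.73), and for Selplg, which encodes a selectin ligand, the change was −1.43. Both were called losing after quantile normalization (−1.14 with adjusted p = 0.0327 for Tmem119, adjusted p = 0.00313 for Selplg), and Selplg also by DESeq2 (−1.81) and without EKO library 1 (−1.88, adjusted p = 0.00833). P2ry12, a purinergic receptor gene, changed by 0.88, the fructose transporter gene Slc2a5 by 1.24 and Olfml3 by 0.98. After quantile normalization these regions changed by 0.56, 0.90 and 0.66. None was called in either, nor by edgeR or DESeq2. The quantile medians over all tested regions of each gene were −0.06, 0.34 and 0.22. Without EKO library 2 the changes were 1.30, 1.88 and 1.76. That fit sets EKO library 1 alone against WT, and its median over all tested regions was 1.05. The TGF-beta receptor gene Tgfbr2 had a region at 41.0 ± 12.9 tags in WT and 249 ± 186 in EKO (2.37, adjusted p = 0.610). Tgfbr2 changed there by 2.11 after quantile normalization (adjusted p = 4.47e-07) and by 3.22 without EKO library 2. Of its 62 regions, 6 lost and 4 gained after quantile normalization. Ski, which encodes a repressor of SMAD signalling, changed by 1.53 at its leading region, or by 2.41 without EKO library 2. edgeR called that region gaining (1.38, adjusted p = 0.0295), while 2 of the 51 Ski regions lost after quantile normalization.

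Microglia identity genes as a group fell relative to other regions, and only Sall1 and Adgrg1 of their 34 genes had called regions. Their 475 regions had a median log2 change of −0.10 against 0.28 over other regions (camera, adjusted p = 3.46e-10, and 0.994 with an estimated correlation). Of these regions 29 were nearest to Sall1, whose enhancer was deleted, and the list was not tested without them. Adgrg1, which encodes an adhesion receptor of microglia, fell from 67.1 ± 6.18 to 3.76 ± 3.20 tags (n = 2 each; −4.02, adjusted p = 0.0146). In total 17 regions of the list lost, 16 of them nearest to Sall1, and 0 gained. Adjusted over the list alone 20 lost and 1 gained. After quantile normalization 85 regions lost, 29 of them nearest to Sall1, and 8 gained. By gene, 20 only lost, Csf1r, Cx3cr1 and P2ry13 among them, 2 only gained, Bin1 and Mertk, and 3 did both.

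Border-associated macrophage genes had the highest median change of the 20 lists. This list names markers of macrophages of the meninges and blood vessels, and 2 of its genes, Mrc1 and Cybb, are named by the study among genes with more RNA in EKO microglia. The median log2 change of its 80 regions was 1.87 as deposited and 1.31 after quantile normalization (camera, adjusted p = 2.45e-26; adjusted p = 0.994 with an estimated correlation). Regions of 5 of 17 genes gained, 7 regions in all and 30 adjusted over the list alone. Ms4a7 rose at its TSS from 4.93 ± 6.96 to 118 ± 74.2 tags (n = 2 each; 5.02, adjusted p = 2.68e-04, but 0.0994 in DESeq2), the NADPH oxidase subunit gene Cybb from 3.96 ± 1.37 to 98.8 ± 64.7 tags (4.19) and the C-type lectin gene Clec12a by 4.81, although without EKO library 1 the change of 3.70 was not called (adjusted p = 0.267). After quantile normalization 12 of the genes gained, with Mrc1, Pf4 and Siglec1 among them, and 0 lost.

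Lipid and apolipoprotein genes also rose, with a median of 1.32 over 161 regions (0.89 after quantile normalization; camera, adjusted p = 4.73e-17; adjusted p = 0.994 with an estimated correlation). Gaining were Cd36, a scavenger receptor gene (4.94), Apoc2 (4.31), Apoe, Apoc1 and the acyl-CoA synthetase gene Acsl1, with 9 regions gaining and 31 adjusted over the list alone. After quantile normalization 12 of 19 genes only gained, while Abcg1 and Lpcat3 lost. Monocyte markers rose by a median of 1.79 over 29 regions nearest to 5 of their 13 genes (camera, adjusted p = 3.13e-09, and 0.994 with an estimated correlation). Itga4, an integrin gene that the adhesion list also holds, had all 5 gaining regions (5.64 at its strongest). Adjusted over the list alone 2 regions lost and 11 gained, and after quantile normalization Ccr2 gained as well while Nr4a1 and Plac8 lost. Lymphocyte markers had a median of 1.11 over 22 regions (adjusted p = 0.00107; adjusted p = 0.994 with an estimated correlation) with 0 regions called by limma, also adjusted over the list alone, and 7 at an unadjusted p under 0.05. edgeR called 10 gaining and DESeq2 7, and each called 1 losing. After quantile normalization 7 regions of Bcl11b, Cd3d and Ms4a1 gained and 1 region of Lck lost.

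The TGF-beta pathway, through which SMAD4 acts, moved little as a group, with a median of 0.42 over 378 regions against 0.28 overall (camera, adjusted p = 0.0435; adjusted p = 0.994 with an estimated correlation; adjusted p = 0.129 without WT library 2). Bambi, which encodes a decoy receptor of this pathway, held both gaining regions, here and adjusted over the list alone (4.63 at its strongest). After quantile normalization Skil, Smad6 and Tgif1 were among 7 genes that only gained, and Smad3 and Ski were among those that lost. Interferon response genes had a median of 0.51 over 51 regions (adjusted p = 0.0373; adjusted p = 0.994 with an estimated correlation), with 0 regions called by limma, also adjusted over the list alone, 4 at an unadjusted p under 0.05, and 10 gaining by edgeR, 7 by DESeq2 and 6 after quantile normalization. That list was not called after quantile normalization (adjusted p = 0.0511) or without EKO library 1 (0.0570) or EKO library 2 (0.0593). Genes of cytokines and innate activation had a median of 0.48 over 209 regions (adjusted p = 0.0487; adjusted p = 0.994 with an estimated correlation). Tlr2, a receptor for bacterial lipoproteins, gained (4.13) while Cd14, a co-receptor for bacterial lipopolysaccharide, lost a region that fell from 141 ± 54.4 to 12.9 ± 8.73 tags (−3.46, adjusted p = 0.0377). Adjusted over the list alone 1 region lost and 10 gained. After quantile normalization 17 lost and 41 gained (16 and 44 by edgeR, 14 and 40 by DESeq2). There 4 genes only lost, Ccl5, Il10, Il1a and Il6, and 8 only gained. The list call was lost after quantile normalization (adjusted p = 0.115), without EKO library 1 (0.0529), EKO library 2 (0.0911) or WT library 2 (0.101).

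Astrocyte and oligodendrocyte lineage markers fell relative to other regions. Astrocyte markers had a median of −0.89 over 26 regions nearest to 3 of their 13 genes (adjusted p = 1.91e-09), and oligodendrocyte lineage markers −0.54 over 25 regions (adjusted p = 2.03e-04), both with adjusted p = 0.994 with an estimated correlation. limma called 0 of these regions at the values as deposited, with 6 astrocyte and 1 oligodendrocyte region at an unadjusted p under 0.05, and adjusted over the list alone 5 astrocyte and 0 oligodendrocyte regions lost. After quantile normalization 14 astrocyte regions, all nearest to Slc1a3, and 9 oligodendrocyte regions, of Cnp, Mbp and Mog, lost, against 14 and 10 by edgeR and 13 and 8 by DESeq2. Housekeeping genes had a positive median of 0.13 over 104 regions that lay below that of other regions (adjusted p = 0.0435; adjusted p = 0.994 with an estimated correlation; 0.0768 without WT library 1 and 0.0754 without EKO library 1), with 0 regions called by limma, also adjusted over the list alone, and 8 at an unadjusted p under 0.05. After quantile normalization 14 lost, of Gapdh and Ywhaz, and 4 gained, all of Eef1a1, against 12 and 5 by edgeR and 11 and 4 by DESeq2.

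**Figure D3:**
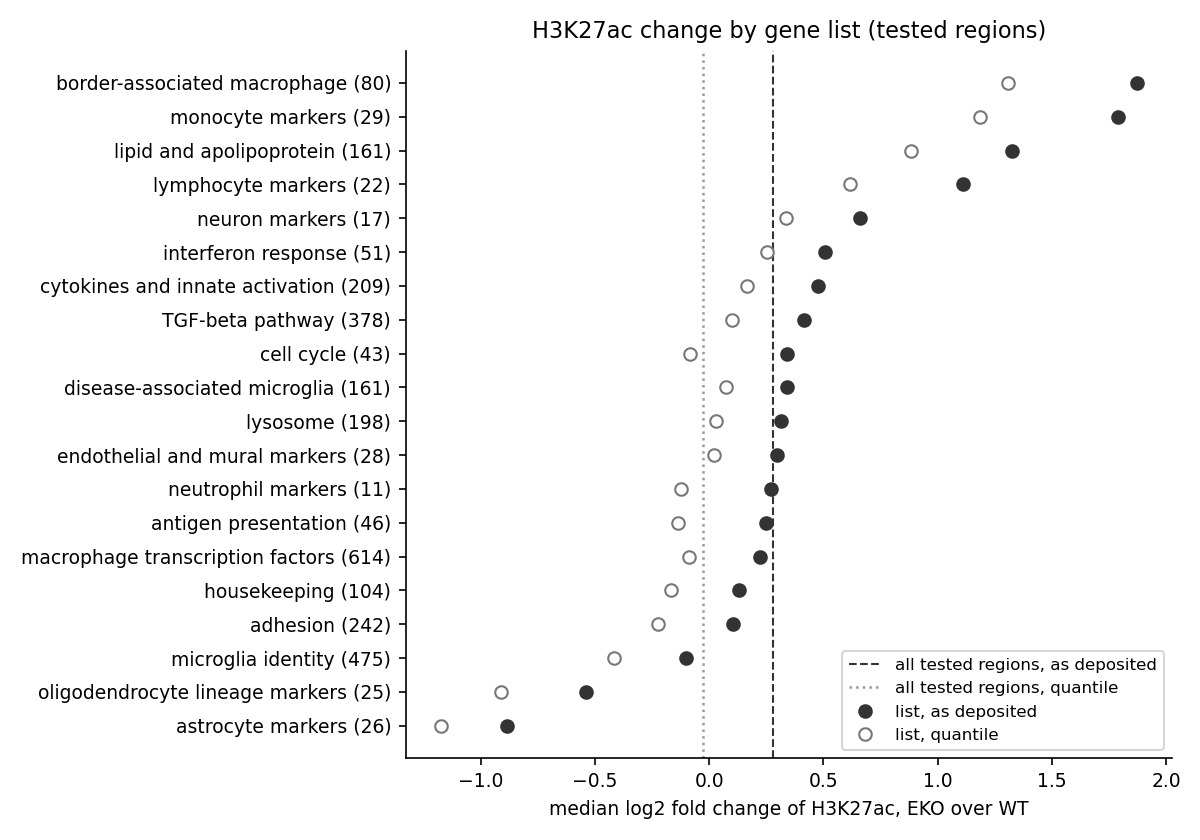
Median log2 change of H3K27ac, EKO minus WT, over the tested regions of each gene list, filled as deposited and open after quantile normalization, with the number of regions in brackets and dashed and dotted lines at the medians of all regions (0.28 and −0.03). Border-associated macrophage genes lie highest at 1.87 and 1.31, and astrocyte markers lowest at −0.89 and −1.18.

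The other 9 lists did not pass the test. Disease-associated microglia genes had a median of 0.34 over 161 regions (adjusted p = 0.155), with 11 gaining and 0 losing. Over distal regions only the list turned lower and was called (adjusted p = 0.0230). Gaining were Lilrb4a, an inhibitory receptor gene (7.53 ± 5.02 to 278 ± 219 tags, n = 2 each; 4.90, adjusted p = 2.68e-04), Axl, Apoe and Clec7a, which encodes the fungal receptor dectin-1 (4.41). Adjusted over the list alone 2 regions lost and 19 gained, and after quantile normalization 23 lost and 27 gained. Macrophage transcription factor genes had a median of 0.22 over 614 regions (adjusted p = 0.707), with 13 gaining regions in Bhlhe40 (5.96, adjusted p = 1.15e-06), Tfec (4.10), Fosl2 (3.96), Runx2 and Rbpj, and camera put the list higher although its median lay below that of other regions. Adhesion genes had a median of 0.10 over 242 regions (adjusted p = 0.234) with 5 gaining, all in Itga4, while after quantile normalization 39 lost and 23 gained (37 and 27 by edgeR, 25 and 22 by DESeq2) and 13 genes only lost, Itgb2 and Itgb5 among them. Antigen presentation genes (0.25 over 46 regions, adjusted p = 0.707) had 1 gaining region, upstream of Ciita, the regulator of MHC class II genes (4.10), and cell cycle genes (0.34 over 43 regions, adjusted p = 0.125) had 1, nearest to Mki67 (3.57). Adjusted over the list alone 15 transcription factor, 5 adhesion, 1 antigen presentation and 2 cell cycle regions gained and 0 lost by limma as deposited. After quantile normalization 29 transcription factor regions lost and 53 gained (26 and 62 by edgeR, 13 and 48 by DESeq2), 1 antigen presentation region lost and 2 gained (1 and 2, 0 and 2), and 0 cell cycle regions lost and 7 gained (0 and 8, 0 and 6). Lysosome genes (0.31 over 198 regions, adjusted p = 0.952), neuron markers (0.66 over 17 regions, adjusted p = 0.197), endothelial and mural markers (0.30 over 28 regions, adjusted p = 0.265) and neutrophil markers (0.27 over 11 regions, adjusted p = 0.707) had 0 regions called by limma as deposited, with 6, 1, 4 and 2 regions at an unadjusted p under 0.05 in that order. Adjusted over the list alone 1 endothelial or mural region gained and 0 of the other 3 lists changed, and camera put lysosome genes lower although their median lay above that of other regions. After quantile normalization 5 lysosome regions lost and 10 gained (4 and 10 by edgeR, 1 and 9 by DESeq2), 1 neuron region lost and 1 gained (0 and 3, 0 and 0), 3 endothelial or mural regions lost and 5 gained (3 and 7, 2 and 4), and 3 neutrophil regions lost and 2 gained by each of the 3. Of the 20 lists, camera called 11 at the preset correlation and 0 with an estimated one, where 0 had an unadjusted p under 0.05 and the lowest was 0.206. fry called 0, with 0 at an unadjusted p under 0.05, the lowest at 0.131 and a lowest adjusted p of 0.844.

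SALL1 bound 15410 sites in WT microglia, of which 47.8% lay in introns, 33.7% in intergenic sequence and 14.2% promoter-side. Sites of highest score lay near Numb, an inhibitor of Notch signalling, Elmo1, an engulfment adaptor gene, Lpar6, Abca9 and the lysosomal protease gene Lgmn. By nearest gene, Sall1 itself had 19 SALL1 peaks, Tgfbr2 24, P2ry12 and Selplg 5 each, Slc2a5, Olfml3, Apoe and Axl 2 each and Tmem119 1, while Apoc1 had 0. In EKO microglia the list held 7 peaks. Of these, 4 overlapped the WT list, near Prdm1, Il17ra, Pik3cb and Heatr1, and 3, near Lpar6, Axin2 and Dennd4a, did not. All 7 were named after their values were seen. The lists hold no values per library, so this loss is described and not tested. The SALL1 and WT SMAD4 lists used here hold fewer peaks than the study states, and the overlap shares below apply to these shorter lists.

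To ask where SALL1 sat in the changed enhancers, called distal regions were set against its WT peaks. Gaining regions carried SALL1 far less often than uncalled ones, 31 of 353 (8.78%, 95% interval 6.04 to 12.2) against 37.1% of 30287 (Fisher exact p = 5.25e-34). Their median log2 change was 4.18 without and 3.77 with SALL1, and the named largest gains had WT means of 0.5 to 13.1 tags. SALL1 peaks were called in WT, and no background was matched on WT H3K27ac. The low share, also against losing regions, can therefore follow from choosing sites weak in WT. Losing regions carried SALL1 in 24 of 58 cases (41.4%, 28.6 to 55.1, Fisher exact p = 0.500), which was above gaining regions (Fisher exact p = 4.27e-09). Of these 58, 11 were nearest to Sall1, some of them on the deleted interval, where the loss follows from the missing DNA. Shares of losing regions, here and below, were not computed without them. Losing regions with SALL1 had a WT SMAD4 peak in 15 of 24 cases and without it in 8 of 34 (62.5% and 23.5%), against 26.6% and 8.11% after quantile normalization and 30.0% and 10.3% with DESeq2. The gaining regions without SALL1 had a mutant SMAD4 peak in 49 of 322 cases (15.2%, against 6.11% after quantile normalization and 6.38% with DESeq2) and a WT one in 1. The sign of the losing share depended on the calls, the background and the peaks used. With the calls as deposited it lay below 42.6% of uncalled regions matched on mean H3K27ac (Fisher exact p = 0.890). With the top 5000 SALL1 peaks it was 12.1% against 18.1% (Fisher exact p = 0.305). It stayed above with peak centres inside the region (39.7% against 34.1%), centres within 100 bp (32.8% against 23.4%) and SALL1 peaks above the median score (25.9% against 25.6%). Among 3363 regions losing after quantile normalization 31.1% had SALL1, below 39.2% of uncalled regions (Fisher exact p = 3.89e-20), and with DESeq2 34.5% against 38.5% (Fisher exact p = 1.91e-04). Gaining regions still had SALL1 less often than uncalled ones in each of these, at 26.2% (Fisher exact p = 2.40e-52) and 25.2%. With edgeR, TMM and equal medians losing regions also lay above gaining ones (32.6% and 25.5%, 32.5% and 25.5%, 32.3% and 25.3%). Without EKO library 1 28.5% of losing and 20.8% of gaining regions had SALL1, and without EKO library 2 the order turned, with 27.5% and 31.1%. The last setting counts the level of EKO library 1 as gain, with a median log2 change of 1.05 over all tested regions. Its order cannot be told apart from that level.

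**Figure D4:**
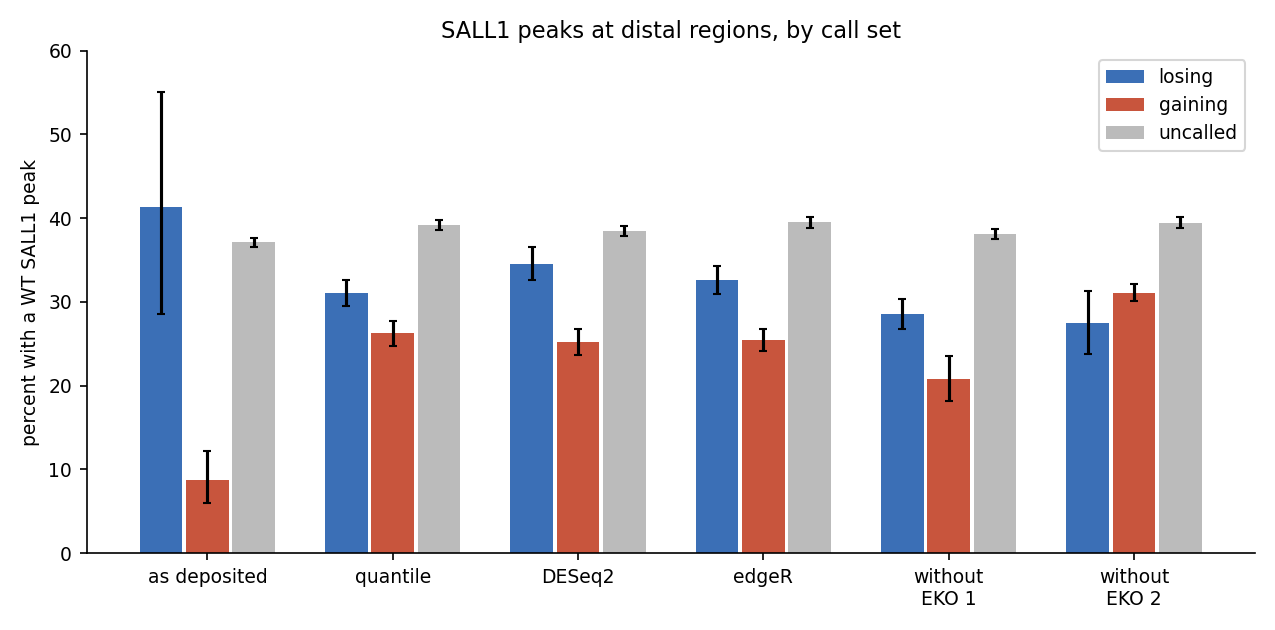
Percent of losing, gaining and uncalled distal regions that overlap a WT SALL1 peak under 6 sets of calls, with bars for shares and lines for exact Clopper-Pearson 95% intervals. Losing regions lie above gaining regions as deposited (41.4% and 8.78%) and after quantile normalization (31.1% and 26.2%), and below them without EKO library 2 (27.5% and 31.1%).

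Regions on SMAD4 peaks were set against all other regions in EKO microglia, and the sets were not tested against each other. The 3793 regions on SMAD4 peaks of the WT list alone fell relative to others (median 0.10, mean −0.01; camera, adjusted p = 1.35e-04 at the preset correlation and 0.906 with an estimated one), with 27 losing and 2 gaining, and 63.5% of them below the overall median. The 1514 regions on peaks of the mutant list alone rose (median 0.45, adjusted p = 1.35e-04, and 0.906 with an estimated correlation), with 0 losing and 61 gaining. Regions on p300 peaks fell (11407 regions, median 0.17, adjusted p = 0.00913, and 0.906 with an estimated correlation), with 25 losing and 18 gaining. After quantile normalization 434 regions lost and 70 gained on SMAD4 peaks of the WT list alone. On peaks of the mutant list alone 37 lost and 291 gained, and on p300 peaks 843 and 380. With the estimated correlation 0 of 5 sets had an unadjusted p under 0.05, the lowest being 0.697, and fry called 0, with a lowest p of 0.445. Regions on SALL1 peaks (14616, median 0.21, adjusted p = 0.214) and on SMAD4 peaks of both lists (2362, adjusted p = 0.0743) were not called as deposited, the second set being called without WT library 2 (adjusted p = 0.0197) or EKO library 2 (0.0479).

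SMAD4, the transducer of TGF-beta signals, shared most of its WT sites with SALL1. Of 4024 WT SMAD4 peaks, 2252 (56.0%, 54.4 to 57.5) overlapped a SALL1 peak, against 10.3% on average (8.85 to 11.7) in 1000 draws of open regions and 19.3% (17.1 to 21.3) in draws from regions above 16 tags. Strong SMAD4 peaks without SALL1 lay on the promoters of the TGF-beta feedback genes Skil and Smad7 and in an intron nearest to Ski. Strong SALL1 peaks without SMAD4 lay near Ppp1r21, Hpgd, Apbb1ip, Rnase10 and the receptor gene Hcar2. In the list labelled mutant, whose labels name a SMAD4 deletion in one place and the Sall1 EKO in another, 2603 WT peaks were absent (64.7%, 63.2 to 66.2). The strongest absent peaks lay at the Sall1 enhancer, at 89392729 to 89393067 and, inside the deleted interval, at 89404317 to 89404655, followed by peaks near Fam102b, Camk2n1 and Cops8. Peaks of the mutant list alone lay near Rtcb, Dppa3, Mkks, Mnat1 and Coro6, and the one near Dppa3 (chromosome 6, 122657787 to 122658204) overlapped the leading gaining H3K27ac region of that gene. SALL1 marked 52.9% of the 2603 WT-only peaks, 61.6% of the 1421 shared peaks and 37.1% of the 912 mutant-only peaks (Fisher exact, adjusted p = 2.88e-16 for WT-only against mutant-only and 8.66e-08 for WT-only against shared). Each list holds 1 set of peaks, so absence from it can also reflect a peak below the authors' threshold.

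Sites of the co-activator p300 overlapped SALL1 in 4296 of 9177 cases (46.8%, 45.8 to 47.8), and 27.9% of SALL1 peaks had p300. Among the strongest p300 peaks without SALL1 were those on the promoters of Jund, Polr2a and Kctd12 and in an intron nearest to Ppcdc. Strong SALL1 peaks without p300 lay near Arid4a, Scel, F11r, Pacsin2 and the interferon receptor gene Ifngr2. p300 marked 52.0% of WT-only, 67.3% of shared and 35.0% of mutant-only SMAD4 peaks.

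Strain comparisons asked which SALL1 sites vary with the genome. Of the WT peaks, which come from C57/Bl6 mice, 2403 (15.6%, 15.0 to 16.2) were found in PWK and 1593 (10.3%, 9.86 to 10.8) in SPRET, while 12018 (78.0%) were in neither. Strong WT peaks absent from PWK lay near Cyfip1, Rnase10, Rad51b and Mgat4a, and those absent from SPRET near Lpar6, Lgmn, Arhgap5, Cyfip1 and Hpgd. Peaks of PWK alone lay near Ext1, Nav3, Robo2, the chemokine gene Cxcl13 and Lrp1b, and those of SPRET alone near Hs3st1, Coro6, Bhlhe23, Rab28 and Fam84a. Of the peaks in these strain lists, 66.2% in PWK and 70.9% in SPRET were also WT peaks. The shared share fell from 51.5% in the strongest decile of WT peaks to 1.69% in the weakest for PWK and from 40.0% to 0.909% for SPRET. The strain lists were shorter, and the lists used here hold fewer peaks than the study's strain comparison states, so absence does not by itself show a strain difference.

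**Figure D5:**
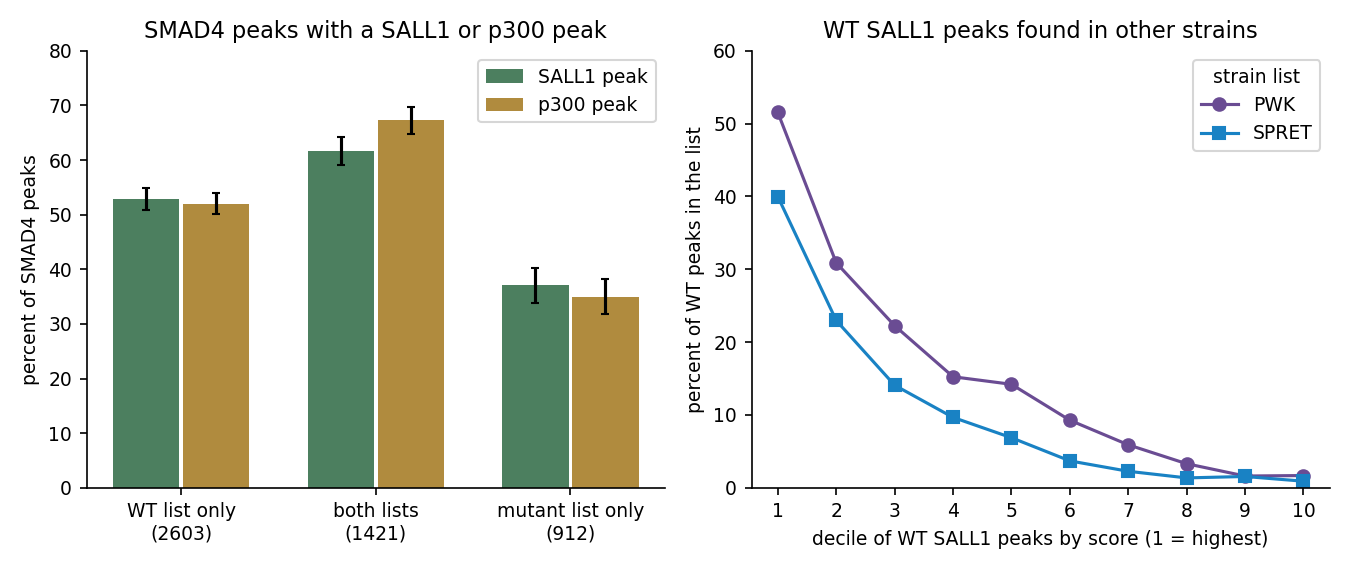
Left, percent of WT-only, shared and mutant-only SMAD4 peaks that overlap a SALL1 or p300 peak, with exact Clopper-Pearson 95% intervals; right, percent of WT SALL1 peaks found in PWK and SPRET by decile of the authors' score. Shared SMAD4 peaks have the highest shares (61.6% with SALL1 and 67.3% with p300), and strain shares rise to 51.5% and 40.0% in the strongest decile.

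The sorted nuclei held a further test of the microglial changes. Called H3K27ac peaks of PU1 nuclei were present in both WT and neither EKO library at 44 of 58 losing distal regions (75.9%, 62.8 to 86.1) and at 0 of 353 gaining ones (up to 1.04%; Fisher exact p = 2.87e-47). The reverse pattern held for 210 of 353 gaining (59.5%, 54.2 to 64.7) and 0 of 58 losing regions (Fisher exact p = 7.01e-21). With PU1 WT library 1 left out, 87.9% of losing regions were WT-specific and 59.5% of gaining regions EKO-specific. With WT library 2 left out, 98.0% and 94.6% of gaining regions were specific to EKO libraries 1 and 2 taken alone. Those higher shares rest on WT library 1, which had few called peaks. Of the regions called after quantile normalization, 9.01% of losing and 0 of 3552 gaining ones were WT-specific, or 26.0% and 11 regions with WT library 2 alone, and 30.8% of gaining ones were EKO-specific. Genome-wide, 13.9% (13.4 to 14.4) of reproducible EKO peaks of PU1 nuclei were absent from both WT libraries, against 6.49% in NeuN and 4.44% in Olig2 nuclei. All peaks of EKO library 1 taken alone were absent from PU1 WT library 1 in 66.02% of cases and from WT library 2 in 23.6%. In the other direction 3.10% (2.75 to 3.48) of WT peaks were absent in PU1, 4.88% in NeuN and 4.43% in Olig2 nuclei, an order that turned among the top 5000 peaks of each library (16.2%, 3.06% and 1.498%), the PU1 share being limited by WT library 1 (44.1% and 47.2% of WT library 2 peaks were absent from the EKO libraries taken alone). Libraries of 1 genotype also differed, with 75.1% of WT library 2 peaks absent from WT library 1 in PU1, 37.0% in NeuN and 37.3% in Olig2 nuclei, and 22.3% of EKO library 1 peaks absent from EKO library 2 in PU1 nuclei, so shares between single libraries do not measure genotype. Neuron and oligodendrocyte lineage markers followed the sort, and other lists did so in part. A called peak lay at the TSS of 16 to 17 of 18 neuron markers in NeuN nuclei and 0 in PU1 nuclei, of 14 of 15 oligodendrocyte lineage markers in Olig2 nuclei, and of 27 to 30 of 34 microglia identity genes in PU1 nuclei, against 10 to 14 in Olig2 and 7 to 12 in NeuN nuclei. Astrocyte markers had one for 7 to 8 of 13 genes in Olig2 and 5 to 7 in NeuN nuclei. Border-associated macrophage genes had a TSS peak in 0 of the NeuN or Olig2 libraries, and in PU1 nuclei 3 and 12 of 19 genes had 1 in WT libraries 1 and 2 and 14 and 12 in EKO.

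Motif strings were set against unchanged regions for each class, and classes were not tested against each other. SMAD strings (CAGACA) lay in 62.5% of 24 losing regions with SALL1 against 16.7% of unchanged regions of the same GC content (odds ratio 8.33, adjusted p = 5.81e-05) and in 17 of 34 losing regions without SALL1 against 25.9% (adjusted p = 0.0246, both Fisher exact). Gaining regions without SALL1 held more AP-1 strings (13.7% against 6.58%, adjusted p = 2.29e-04) and C/EBP strings (32.9% against 21.9%, adjusted p = 1.90e-04), bound by factors with roles in myeloid cells, and fewer strings of the myeloid regulator PU.1 (34.5% against 43.4%, adjusted p = 0.0110). The SMAD palindrome GTCTAGAC was enriched there too, in 6 of 322 regions against 5 of 1610 (odds ratio 6.09, adjusted p = 0.0157). SALL1 peaks were richer in PU.1 (50.1% against 40.2%), MEF2 (odds ratio 1.62) and the PU.1-IRF composite (2.66) and poorer in AP-1 (0.680), CAGACA (0.898) and GTCTAGAC (0.599). SMAD4 peaks were rich in CAGACA, with odds ratios of 2.58 in the WT and 3.28 in the mutant list, and in the palindrome GTCTAGAC (14.1 and 14.3). Of 70 tests 24 passed. With regions called after quantile normalization, CAGACA lay in 27.9% of losing regions with SALL1 against 22.9%, in 29.3% of those without against 24.1%, and in 25.2% of gaining regions without SALL1 against 22.3% (adjusted p = 0.00787). With those calls and backgrounds GTCTAGAC was no longer called in gaining regions without SALL1 (1.58, adjusted p = 0.174), nor CAGACA (0.949, adjusted p = 0.1999) and GTCTAGAC (adjusted p = 0.0583) in SALL1 peaks. In the WT and mutant SMAD4 lists GTCTAGAC then had odds ratios of 9.73 and 33.9, with 10 and 3 matches in the backgrounds.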

Values the study reported

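The study reported 20,139 reproducible SALL1 peaks in WT microglia. It counted 38,864 distal open regions with active H3K27ac, of which 3,213 rose and 2,493 fell in EKO microglia by more than 2-fold. Of those, 714 rising regions (22%) and 1,058 falling regions (42%) carried SALL1. It reported almost 8,000 SMAD4 peaks, 72% of them on a SALL1 site.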

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

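Of the tests below, those of a genome-wide gain of H3K27ac, of the level of EKO library 1 behind the border-associated macrophage genes, and all 3 tests of the mutant SMAD4 list were chosen only after the results were seen.

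Olig2 nuclei stood out at the Sall1 locus because both EKO libraries lay above both WT libraries in summed tags of called H3K27ac peaks, while in PU1 nuclei both EKO libraries lay below WT. This held in 2 of 5 windows. From 250 to 350 kb upstream the Olig2 sums were 193.4 ± 16.4 tags in EKO and 137 ± 39.2 in WT, and over the gene body 1248.05 ± 17.04 and 963 ± 344 (SD, n = 2 each). Peaks covered 9956 ± 1755 bp of the gene body in EKO and 10591.5 ± 296 bp in WT Olig2 nuclei, and these lengths did not separate the genotypes. Summed tags were mixed over the gene with 5 kb flanks (1267 ± 9.55 in EKO and 996 ± 391 in WT) and from 200 to 400 kb upstream, where the EKO mean was lower (570.4 ± 491 and 687 ± 87.2), and the deleted interval held 0 called peaks in Olig2 nuclei. The difference between cell types was not tested, and 5 windows were scanned with 2 measures each.

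EKO library 1 of the microglia H3K27ac table lay above the other 3 libraries. A genome-wide gain of H3K27ac in EKO microglia was not decided as the cause of this pattern. EKO library 2, of the same genotype, showed no gain as scaled, its median log2 level differing by −0.25 from the lower WT median. That difference is smaller than the gap between the WT medians. A gain in both EKO libraries hidden by scaling to a fixed depth was not tested. A scaling factor set too high for library 1 needs the same ratio at every level, and its log2 ratio to EKO library 2 differed by 0.36 between the highest and lowest deciles of regions by WT signal, within the 0.5 that had been set, so this explanation stays open. A higher share of tags in enriched regions cannot be told apart from it, with a log2 ratio of 1.62 in the highest decile. The bound of 0.5 set against that second explanation was wrong, because the table lists open regions only, and a higher share of tags in all of them also gives a uniform ratio.

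Regions of border-associated macrophage genes rose in EKO microglia. The level of EKO library 1 was argued against as the whole cause, because after quantile normalization the median log2 change of the list stayed 1.34 above that of all other regions. Border-associated macrophages among the sorted cells stay open. The gate on low CD45 goes against them only if the table came from sorted cells and not from PU.1 nuclei. Of 16 genes with a TSS region, 5 stayed under 20% of the 118 tags at Ms4a7, the highest called TSS region. That is fewer than the 8 set as the bound. Cd163, Lyve1 and Cbr2 had no TSS region and were not counted. The low levels of F13a1 (6.75), Folr2 (9.37), Clec10a (4.12), Mgl2 (10.1) and Dab2 (19.2) go against such cells, while Stab1 reached 144 and Siglec1 88.7. A change within EKO microglia themselves also stays open and was not tested apart from such cells. Mrc1, Ms4a6b, Ms4a6c, Stab1 and Siglec1 had TSS regions above 16 tags in WT already. Monocyte and lymphocyte markers rose in the same libraries (medians 1.79 and 1.11) and neutrophil markers did not (0.27). All 5 monocyte regions called as deposited were nearest to Itga4. In PU1 nuclei, TSS peaks lay at 4 of 13 monocyte markers in WT library 2 and at 2 and 3 in EKO. Lymphocyte markers had 2 of 15 and then 3 and 2. WT library 1, with few called peaks, had 0 of either. The paper reports no Ccr2 or Lgals3 RNA and unchanged Sall3 RNA in EKO microglia. It favours an embryonic origin of these cells, pending fate mapping. Other cells in the sort were not tested.

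The SMAD4 list of the libraries labelled mutant differed from the WT list. A deletion of Smad4 that leaves only unspecific peaks was argued against, since the SMAD palindrome GTCTAGAC had an odds ratio of 14.3 in the mutant list (33.9 against the other background, both on few background matches), although incomplete deletion was not excluded. Lower sensitivity of the mutant libraries stays open as a cause of the WT peaks absent from their list, since 49% of the top 2000 WT peaks were absent against 80.2% of all weaker ones, a rise toward weak peaks that it needs, and the bound set on the top peaks alone left that out. Lower sensitivity by itself adds no peaks, so the 912 of 2333 peaks in the mutant list alone need another source. Regions on them were 61 gaining and 0 losing as deposited, and 291 and 37 after quantile normalization. Of the higher-scoring peaks of the mutant list, 19.3% (225 of 1166) were absent from the WT list, between the 10% and 25% set as bounds. Weak sites near the calling limit therefore stay open as the source. Loss of SALL1 in EKO microglia is the reading that the inputs and description of these libraries and the study's text give. It stays a hypothesis, because the titles of the libraries name a conditional SMAD4 deletion.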

How the results depend on the processing

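Tests chosen only after the results were seen were quantile normalization with the replicate block, edgeR and DESeq2 with no filter, SALL1 shares under the calls of DESeq2, edgeR, TMM and equal medians and against matched backgrounds, set and list tests after rescaling, PU1 peaks at quantile calls or with WT library 2 alone, motif classes from quantile calls and draws from active regions.

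Counts of called regions moved most, from 58 losing and 353 gaining distal regions and 13 and 97 promoter-side ones as deposited. In the same order they were 2962, 4071, 726 and 1420 with TMM, 3363, 3552, 814 and 1248 after quantile normalization, 3150, 3993, 779 and 1382 with medians set equal, 3231, 4257, 814 and 1461 with edgeR and 2258, 3207, 579 and 1083 with DESeq2. Gains thus made up 85.9% of distal calls as deposited and 51.4% to 58.7% in these 5. Each of them removes the level gap of EKO library 1, and simulated data with equal levels recovered changes that were missed at the measured levels. All 58 and 353 regions were called again with TMM, quantile, median and edgeR, and 53 and 345 with DESeq2. Without a filter limma called 107, 522, 33 and 145, edgeR 3674, 3965, 929 and 1243 and DESeq2 2155, 2575, 573 and 831, where more regions were tested. With a mean above 32 tags, where fewer were tested, the counts were 24, 143, 8 and 41, and with a filter on the higher group mean 22 promoter-side regions lost. They were 195, 1187, 55 and 292 without a trend and 26, 181, 8 and 50 with a minimum fold of 1.5 in the test. The cause was not tested for the trend. Leaving out WT library 1 or WT library 2 left 0 in every class by limma, with 400 and 370 regions at an unadjusted p under 0.05, and edgeR and DESeq2 were not run without a library. Without EKO library 1 the counts were 2424, 925, 582 and 252, and without EKO library 2 564, 8839, 132 and 4680 (27.6% and 94.0% of distal calls gaining), so the ranges over libraries were 0 to 2424, 0 to 8839, 0 to 582 and 0 to 4680. A sample left alone in its group was assumed to vary like the other group. Without a WT library that spread was the gap between the EKO libraries as deposited (median log2 1.53). The absence of calls there therefore does not show dependence on a WT library. Of the 48 named regions, 11 lost their call with a mean above 32 and 4 with DESeq2. Arhgef10l, Fbln1, Tmem119, Selplg and Ski were not tested with a mean above 32. Without EKO library 1 the log2 changes were 3.43 for Apoc1, 4.68 for Gpr31b, 4.99 for Trps1, 4.76 for Trmt5 and 3.70 for Clec12a. Pseudocounts kept every count, and a distal limit of 1000 bp the distal counts, within 1.5 times.

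Replicate numbers are shared by the genotypes, and the block on them gave 144, 782, 34 and 211 regions, and after quantile normalization 3603, 3674, 881 and 1284. The difference between libraries 1 and 2 in WT correlated at 0.0663 across regions with that in EKO. This gave no sign that the numbers pair the libraries. With the block the cytokine list was not called (adjusted p = 0.0523), and no other list, region set or named region (0 of 48) changed its call.

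The share of losing regions with SALL1, 41.4% as deposited, lay below that of uncalled regions at 31.1% after quantile normalization, 34.5% with DESeq2 (both also against backgrounds matched on mean H3K27ac), 32.6% with edgeR, 32.5% with TMM and 32.3% with medians set equal. It was 28.5% without EKO library 1 and 27.5% without EKO library 2, a range of 27.5 to 28.5. The cause was not tested. Of the region sets called at the preset correlation, 0 were called with an estimated one or with fry, where p300, WT-only and mutant-only SMAD4 sets had adjusted p = 0.906 and 0.989, and fry put p300 regions higher. Of the lists 0 were called in either, and fry put housekeeping genes higher (0.971). The methods differ in what they compare. Disease-associated genes turned lower and were called over distal regions only (0.0230). Regions on SMAD4 peaks of both lists were called with TMM (0.0285), medians set equal (0.0310) and centres within 100 bp (0.0417), and ranged from 0.0197 without WT library 2 to 0.286 without EKO library 1, with 0.0479 without EKO library 2.

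Peak shares moved with the overlap rule and the score. With centres within 100 bp, peaks above the median score of each list and the top 2000 in that order, SMAD4 peaks with SALL1 were 49.3%, 66.6% and 70.75%, those absent from the mutant list 67.3%, 57.4% and 49%, SALL1 peaks found in PWK 13.8%, 18.5% and 47.95% and in SPRET 9.25%, 11.7% and 37.65%, and p300 peaks with SALL1 44.2%, 61.2% and 77.1%, or 45.8% at 0.5 of the shorter peak. Of the EKO SALL1 peaks, 3 of 3 above the median score overlapped WT peaks, and 2 of 7 (28.6%) had centres within 100 bp. The Sall1 upstream coverage from 200 to 400 kb was 2790 bp in EKO NeuN, 5657 in WT Olig2, 6272.5 in EKO Olig2 and 59088 in WT PU1 nuclei, and with the top 10000 peaks 0, 936.5 and 3008 bp in the first 3. Over the gene body alone Olig2 nuclei had 10591.5 bp in WT and 9956 in EKO, since the windows differ in length. Nuclei peaks absent from the other genotype, at 0.5 of the shorter peak, were 5.24% (NeuN WT), 6.96% (NeuN EKO) and 4.86% (Olig2 EKO), and among the top 5000 peaks 3.06%, 3.75%, 1.498% (Olig2 WT), 2.54%, 16.2% (PU1 WT) and 19.95% (PU1 EKO). Between single libraries they ran from 26.9 to 34.7 and 31.0 to 38.4 in NeuN, 23.3 to 36.2 and 23.7 to 30.7 in Olig2, and 8.68 to 47.2 and 23.6 to 66.02 in PU1 nuclei (WT, then EKO), 8.68 and 66.02 coming from WT library 1. Against unmatched backgrounds odds ratios fell below 1 for MAF in SALL1 (0.897), WT SMAD4 (0.874) and mutant SMAD4 peaks (0.862) and for C/EBP (0.784) and RUNX (0.970) in WT SMAD4 peaks, where GC content is not held equal. C/EBP in gaining regions with SALL1 rose to 1.36 with quantile calls, and the cause was not tested. Among all alternatives, 181 of list tests kept their side and direction, 37 lost the call and 2 turned, against 231, 15 and 6 of motif tests, where 13 gained it, 770, 108 and 0 of named regions, where 29 gained it, and 49, 5 and 1 of region sets, where 5 gained it. Of other values 120 kept, 130 moved and 9 turned. Depth limits regions of low signal, where 1 tag is worth 0.411 to 1.00 in the table, and the number of peaks a nuclei library or a list can hold.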

Other observations

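All tests of other hypotheses stand above, and the values below were chosen after the results were seen. PU1 nuclei held further gene groups in a graded form. A called H3K27ac peak lay at the TSS of 13 of 22 lipid and apolipoprotein genes in WT library 2 and of 16 in both EKO libraries, and of 15 of 24 interferon response genes against 17 and 17. Cytokine and innate genes had 21 of 27 in WT library 2 and 23 and 22 in EKO, macrophage transcription factor genes 30 of 38 against 32 and 31, and antigen presentation genes 16 of 18 against 14 and 14. TGF-beta pathway genes had 19 of 26 in both WT libraries and 20 and 19 in EKO, and lysosome genes 22 of 26 in WT library 2 and both EKO libraries. WT library 1, with few called peaks, had 4 lipid, 5 interferon, 16 cytokine, 21 transcription factor, 8 antigen presentation and 16 lysosome genes. None of these counts carries a test.

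The strongest PU1 peaks of both WT and neither EKO library lay at the Sall1 enhancer, with 2094 and 10992.5 normalized tags in WT libraries 1 and 2, and near Copz2 (293 and 1983), Khdrbs3 (175 and 1064), Plcg1 (191 and 915), Csmd3 (151 and 897), Jam2 (139 and 821), Cdk5rap3 and Mlph. Their order by mean tags rests on WT library 2. Those of both EKO and neither WT library lay near Mnat1 (1506 and 1062 in EKO libraries 1 and 2), Nipal4 (1289.9 and 1124), Cyp4f18 (1187 and 906), the sialic acid hydroxylase gene Cmah (1148 and 851), Ms4a14 (1204 and 729), the proton-sensing receptor gene Gpr65 (1021 and 720.4) and Bambi (1062 and 663). Within the deleted interval lay 3 WT SALL1 peaks, 2 WT SMAD4 peaks, 2 p300 peaks and 2 SALL1 peaks of PWK, and 0 peaks of the SPRET, EKO SALL1 and mutant SMAD4 lists. Its SMAD4 peak at 89404317 ranked 18 of 4024, and the p300 peak at 89404399 ranked 21 of 9177. By nearest gene, SMAD4 had 6 WT and 3 mutant peaks at Ski, 4 and 2 at Tgfbr2, 5 and 2 at Selplg, 2 and 2 at Tmem119, 2 and 1 at P2ry12, and 5 and 0 at Sall1.

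limma on the values as deposited called 58 losing and 353 gaining distal regions, and DESeq2 2258 and 3207. The limma counts are lower than the values quoted from the study above by over 1.5 times, and the DESeq2 counts are not. Here 30698 distal regions were tested, filtered on the mean over all 4 libraries. That set is smaller than the one quoted from the study above, so filter and tested set differ. The share of gaining regions with SALL1 was 8.78% with limma (31 regions) and 25.2% with DESeq2 (808). The limma share and count are lower than the values quoted from the study above, and the DESeq2 ones are higher by less than 1.5 times. Losing regions with SALL1 numbered 24 with limma and 780 with DESeq2, on a SALL1 list of 15410 peaks. Both are lower than the value quoted from the study above, the DESeq2 count by less than 1.5 times. The WT SMAD4 list held 4024 peaks. That is lower than the value quoted from the study above.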
